A study of Mus with 2 samples. Its data were reported in "WTAP regulates postnatal development of brown adipose tissue by stabilizing METTL3 in mice" (2022).

How the data were processed

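Droplet-based single-nucleus RNA sequencing (snRNA-seq) was analysed for interscapular brown adipose tissue (iBAT) of mice at the age of 8 weeks. Per the labels, 1 library came from *Wtap* flox/flox mice, which carry *Wtap* alleles with a floxed exon, and 1 library came from *Wtap*-BKO mice, which carry the same alleles together with *Ucp1*-iCre for deletion in brown adipocytes. Nuclei of 4 mice were pooled in each library. The pooled mice cannot be separated, so each genotype had 1 library and no replicate.

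The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and nucleus. Per the file headers, the authors had counted them with Cell Ranger 5.0.0. The genome build, the annotation and the treatment of intronic reads were not stated for this assay, so genes are named as in the files and no coordinates are given. The lowest total was 500 UMIs per nucleus in both libraries, which is the minimum in the methods of the study, and no further nucleus was removed here. Removal of doublets or of nuclei rich in mitochondrial RNA was not stated. The files listed 32285 genes, and 38 symbols belonged to more than 1 of them. For such a symbol, the gene listed earlier was used.

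Nuclei were clustered after the methods of the study with Seurat 5.3.0 in R 4.3.3. Counts were log-normalized, 2000 variable features were taken, the 2 libraries were integrated by canonical correlation analysis, and clusters were formed on the top 20 PCs at a resolution of 0.5. The 9 genes reported as results (*Wtap*, *Mettl3*, *Prdm16*, *Pparg*, *Ppargc1a*, *Ucp1*, *Mrc1*, *Col1a1* and *Col3a1*) were left out of the variable features. The methods of the study also name a smaller number of PCs, which was run as an alternative. Each cluster was named "X-like" from marker genes of 14 classes. A class other than adipocyte needed at least 3 markers with 10 or more UMIs and at least 2 times the counts per 1000000 UMIs (CPM) of all other nuclei, after 1 CPM was added. Of the remaining clusters, a cluster was called adipocyte-like if at least 50% of the 12 adipocyte markers had at least 1.5 times the CPM of the named clusters within the library that held most of its nuclei. These thresholds for naming were set after the data were seen, and they left 1 cluster unnamed, with 4.33% of the *Wtap* flox/flox nuclei and 4.02% of the nuclei labelled *Wtap*-BKO. The marker genes themselves, the named results, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where stated. In the main clustering, no cluster had more markers of another class than of its own among its 10 leading genes by fold. The leading genes of the adipocyte-like clusters and of the unnamed cluster held no marker of any class, so this check does not bear on their names.

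UMIs were summed per library and class of nuclei and expressed as CPM of all UMIs of the class. With 1 library per genotype, no test between genotypes was made, and no p-value is given. A CPM is given with an exact Poisson interval, a share of nuclei with an exact (Clopper-Pearson) binomial interval, and the log2 ratio of the library labelled *Wtap*-BKO over *Wtap* flox/flox with an exact conditional interval. All of these are 95% intervals and cover counting error only, not the spread between mice, tissue pieces or library preparations. A library with 0 UMIs of a gene was set to 3 UMIs to bound the ratio. To compare shares of nuclei with a UMI, each nucleus was thinned to 1000 UMIs, and nuclei with fewer UMIs were left out.

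For lists of genes, the median log2 ratio over members with at least 20 UMIs in both libraries together is given. It is set beside 10000 random lists of the same size, matched on mean CPM in 20 bins, as a description of these 2 libraries. The lists were m6A machinery, thermogenic genes, nuclear-encoded and mitochondrially encoded genes of oxidative phosphorylation (OXPHOS), white adipocyte genes, other collagens, lipid-associated macrophage genes, cell cycle genes, and sex-linked genes. A list of immediate-early genes and the list of ribosomal protein genes were added after the data were seen, as was the comparison of fibroblast markers in endothelial-like nuclei. Of the table of all genes, the 5 highest and 5 lowest log2 ratios in adipocyte-like nuclei are named among genes with a CPM of at least 50 in at least 1 library. In macrophage-, endothelial- and fibroblast-like nuclei, the 3 highest and 3 lowest are named among genes with a CPM of at least 100, each class holding at least 100 nuclei per library. Cell type markers, mitochondrially encoded genes and ribosomal protein genes were left out of this naming.

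Doublets were scored with Scrublet in scanpy 1.11.5 at an expected share of 7%. It called 0 nuclei in both libraries, so the calls were not used. After the data were seen, the nuclei with the highest scores were removed as an alternative, 721 of the *Wtap* flox/flox library and 616 of the library labelled *Wtap*-BKO, at 0.8% per 1000 nuclei. The other alternatives on nuclei and classes were a minimum of 1000 UMIs, removal of nuclei with over 5% mitochondrial UMIs, the top 8 PCs, a resolution of 1.0, no integration, the 9 reported genes allowed among the variable features, and classes taken from the markers of each nucleus without clusters. The alternatives on scaling were mitochondrial UMIs left out of the denominator, median-of-ratios scaling, and the mean of the CPM of each nucleus. For list medians, a minimum of 100 UMIs per gene was also tried.

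The ratios and list percentiles were tested on simulated data. Poisson counts were drawn for 13860 genes at the means and depths of adipocyte-like nuclei in the 2 libraries, with 198 genes changed by 1 on the log2 scale. Of the changed genes, 95.5% had an interval that held the true change, and their median estimates were 0.99 for genes raised and -1.04 for genes lowered. Of 100 random lists of unchanged genes, 10 fell under percentile 5 or over percentile 95. The draw held no spread between mice, nuclei or library preparations. It therefore checks the calculation, and says nothing on how well the 2 libraries stand for their genotypes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, and figures were drawn with matplotlib 3.10.9.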

Results

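To describe cell heterogeneity in iBAT with and without *Ucp1*-iCre-driven deletion of *Wtap*, snRNA-seq data of 1 library of *Wtap* flox/flox mice and 1 library labelled *Wtap*-BKO were analysed. Each library pooled 4 mice at the age of 8 weeks, so there were no replicates of either genotype. The *Wtap* flox/flox library held 9494 nuclei and 10770604 UMIs, with a median of 954 UMIs and 616 genes per nucleus. The library labelled *Wtap*-BKO held 8772 nuclei and 13945673 UMIs, with a median of 1306 UMIs and 793 genes per nucleus. Mitochondrially encoded genes took 7.60% of the UMIs of the *Wtap* flox/flox library and 11.7% of the UMIs of the library labelled *Wtap*-BKO. Nuclei with over 5% mitochondrial UMIs made up 33.0% and 74.8% of the 2 libraries, respectively. The gene with the most UMIs was *Gm42418* in both, with 9.50% and 7.50% of all UMIs. The Y-linked gene *Uty* had 2478 and 2677 UMIs, while *Xist* had 3 and 8 UMIs and *Tsix* had 6 and 11 UMIs. The other 3 Y-linked genes of the list, *Ddx3y*, *Kdm5d* and *Eif2s3y*, had from 704 to 2649 UMIs per library.

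The targeted gene was examined first. In adipocyte-like nuclei, *Wtap* (ENSMUSG00000060475) had 382 UMIs in the *Wtap* flox/flox library, a CPM of 50.3, and 404 UMIs in the library labelled *Wtap*-BKO, a CPM of 48.3. The log2 ratio was -0.06 (95% interval -0.26 to 0.15). In non-adipocyte nuclei the CPM was 54.2 and 59.1, a log2 ratio of 0.13 (-0.14 to 0.40), and in all nuclei the log2 ratio was 0.03 (-0.13 to 0.19). A lower *Wtap* level in the library labelled *Wtap*-BKO was thus not detected. In adipocyte-like nuclei, the interval leaves room for a log2 ratio down to -0.26, by counting error alone. Across the 11 alternatives run for this gene in adipocyte-like nuclei, the log2 ratio ranged from -0.11 to 0.06, the highest when mitochondrial UMIs were left out of the denominator. Because the targeted gene did not separate the libraries, every direction below is drawn from the labels alone.

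Nuclei formed 12 clusters. Of these, 5 were adipocyte-like, and 1 each was endothelial-, macrophage-, T-cell-, fibroblast-, pericyte- and Schwann-like. The remaining cluster was led by mitochondrially encoded genes and stayed unnamed. No cluster met the markers of B cells, epithelial cells or smooth muscle in the main clustering, so T-cell-like nuclei stand for T/B-like nuclei and pericyte-like nuclei for the smooth-muscle group. Mitochondrially encoded genes led adipocyte-like cluster 2, *Slc7a10* and *Retn* were among the leading genes of adipocyte-like cluster 8, and the interferon-responsive genes *Gbp6*, *Iigp1* and *Ifit1* were among those of adipocyte-like cluster 10. The sizes of single adipocyte-like clusters are not compared.

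To compare cellular composition, shares of nuclei were taken over all nuclei of a library. Adipocyte-like nuclei made up 71.1% (exact binomial 95% interval 70.1 to 72.0) of the *Wtap* flox/flox library and 56.4% (55.4 to 57.5) of the library labelled *Wtap*-BKO. Macrophage-like nuclei made up 3.16% (2.82 to 3.53) and 13.4% (12.7 to 14.2), a ratio of 4.25. T/B-like nuclei made up 1.25% (1.04 to 1.498) and 8.44% (7.86 to 9.04), a ratio of 6.73. Over non-adipocyte nuclei alone, macrophage-like nuclei made up 10.9% (9.78 to 12.1) and 30.8% (29.4 to 32.3), and T/B-like nuclei 4.33% (3.602 to 5.16) and 19.4% (18.1 to 20.7). Fibroblast-like nuclei made up 2.83% (2.51 to 3.19) and 5.49% (5.03 to 5.99). Endothelial-like nuclei made up 12.4% (11.8 to 13.1) and 9.56% (8.96 to 10.2), and pericyte-like nuclei 4.69% (4.27 to 5.13) and 2.44% (2.13 to 2.78). For adipocyte-like, endothelial-like and fibroblast-like nuclei and for the pericyte and smooth-muscle group, the alternative with the largest move removed nuclei with over 5% mitochondrial UMIs. Adipocyte-like nuclei then made up 81.6% and 47.9%, and the direction turned for endothelial-like nuclei, at 5.66% and 11.3%, and for the pericyte and smooth-muscle group, at 4.45% and 4.71%. At a resolution of 1.0, part of the macrophage-like cluster formed a dendritic-cell-like cluster of 0.453% and 5.45% of nuclei.

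**Figure D1:**
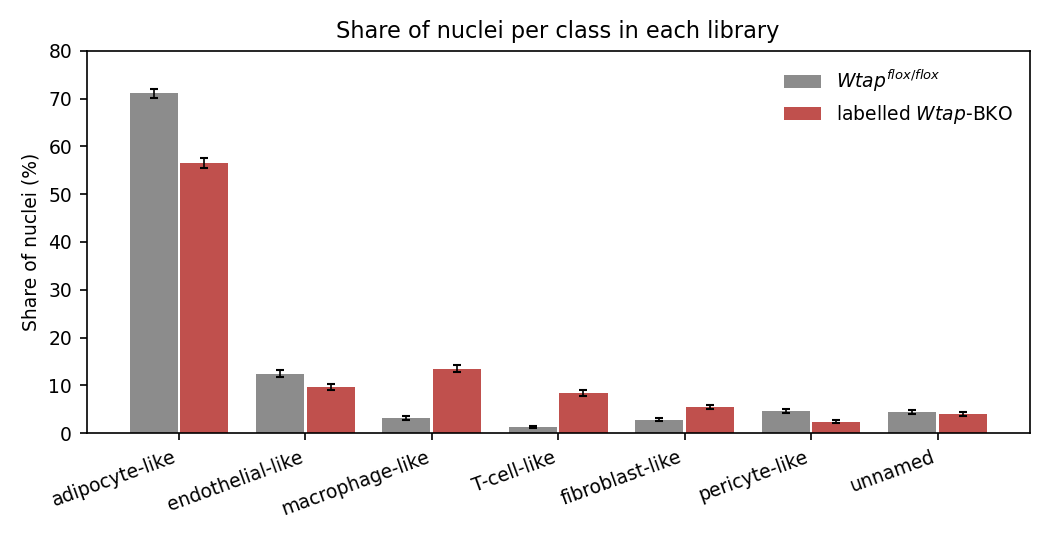
Share of nuclei per class, in percent of all nuclei of a library, for the *Wtap* flox/flox library (grey) and the library labelled *Wtap*-BKO (red), with exact binomial 95% intervals that cover counting error only. Macrophage-like nuclei stand at 3.16% and 13.4% and T-cell-like nuclei at 1.25% and 8.44%, while adipocyte-like nuclei stand at 71.1% and 56.4%.

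To examine brown adipocyte genes, the 4 genes that the study followed were compared in adipocyte-like nuclei. The study followed UCP1 as protein in whole iBAT, where it was lower in *Wtap*-BKO mice, and did not describe *Ucp1* in its snRNA-seq results. *Prdm16* (ENSMUSG00000039410) had a CPM of 800.1 (6078 UMIs) in the *Wtap* flox/flox library and 448 (3744 UMIs) in the library labelled *Wtap*-BKO, a log2 ratio of -0.84 (-0.90 to -0.78). *Pparg* (ENSMUSG00000000440) had a CPM of 2867 and 1347, a log2 ratio of -1.09 (-1.12 to -1.06). *Ppargc1a* (ENSMUSG00000029167) had a CPM of 984 and 403, a log2 ratio of -1.29 (-1.35 to -1.23). *Ucp1* (ENSMUSG00000031710) went the other way, with a CPM of 152 (1153 UMIs) and 258 (2157 UMIs) and a log2 ratio of 0.76 (0.66 to 0.87). The largest move among the alternatives of each gene came from removing nuclei with over 5% mitochondrial UMIs, which gave -0.64 for *Prdm16*, -0.82 for *Pparg*, -1.03 for *Ppargc1a* and 0.99 for *Ucp1*. The 4 genes kept their direction in adipocyte-like nuclei under all 11 alternatives. In non-adipocyte nuclei, the log2 ratio was -0.97 for *Prdm16*, -1.06 for *Pparg*, -1.36 for *Ppargc1a* and -1.05 for *Ucp1*. Removing nuclei with over 5% mitochondrial UMIs moved it to -1.735 for *Prdm16* and -2.30 for *Ppargc1a*. It moved to -1.67 for *Ucp1* without the nuclei of the highest doublet scores, and to -1.34 for *Pparg* with median-of-ratios scaling. These were the largest moves, and the 4 genes stayed lower in non-adipocyte nuclei under all 11 alternatives. The *Ucp1* value differed by class and was -0.08 (-0.56 to 0.43) in macrophage- and T-cell-like nuclei, with a CPM of 89.7 and 84.7. Its CPM was 183 and 103 in endothelial-like, 163 and 96.3 in pericyte-like and 298 and 63.9 in unnamed nuclei. In the *Wtap* flox/flox library, *Ucp1* in adipocyte-like nuclei was therefore not above its level in these 3 classes.

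Shares of nuclei with a UMI were compared after thinning to 1000 UMIs. Among adipocyte-like nuclei, 3458 of the *Wtap* flox/flox library and 1102 of the library labelled *Wtap*-BKO were shallower and left out. Median depths before thinning were 989 and 1473.5 UMIs. *Prdm16* was detected in 52.5% (50.8 to 54.3) of the nuclei left in the *Wtap* flox/flox library and 33.3% (31.8 to 34.8) of those labelled *Wtap*-BKO, *Pparg* in 90.6% (89.6 to 91.6) and 65.0% (63.5 to 66.5), and *Ppargc1a* in 56.9% (55.1 to 58.6) and 25.3% (24.0 to 26.7). *Ucp1* was detected in 12.3% (11.2 to 13.5) and 19.4% (18.2 to 20.7). Without thinning, the shares were 50.1% and 42.6% for *Prdm16*, 86.9% and 72.2% for *Pparg*, 54.6% and 33.4% for *Ppargc1a*, and 14.9% and 25.5% for *Ucp1*. Macrophage- and T-cell-like nuclei alone served as the background, with median depths of 892 and 1141 UMIs and 235 and 783 shallower nuclei left out. After thinning, they held *Prdm16* in 29.3% and 8.54%, *Pparg* in 69.02% and 26.3%, *Ppargc1a* in 29.3% and 7.83%, and *Ucp1* in 10.9% (6.77 to 16.3) and 7.04% (5.62 to 8.69). Their unthinned shares were 24.6% and 10.7%, 52.0% and 31.1%, 24.3% and 10.2%, and 9.07% and 8.44%, in the same order of genes. The *Ucp1* share in adipocyte-like nuclei of the *Wtap* flox/flox library therefore lay within the interval of this background at this depth. This background rested on 20 of 184 nuclei. Without thinning and over all nuclei of that library, the *Ucp1* CPM was 152 (143 to 161) in adipocyte-like nuclei. It was 89.7 (64.7 to 121) in macrophage- and T-cell-like nuclei, and these intervals for counting error do not overlap. Classes with a higher *Ucp1* level were not used as a background.

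To set *Mettl3* mRNA beside the rest of the m6A machinery, 10 genes were compared in adipocyte-like nuclei. *Mettl3* (ENSMUSG00000022160) had a CPM of 10.8 (82 UMIs) and 7.65 (64 UMIs), a log2 ratio of -0.50 with a wide interval (-0.99 to -0.01), and the ratio turned to 0.07 (-0.71 to 0.80) when nuclei with over 5% mitochondrial UMIs were removed. *Mettl14* stood at -0.03 (-0.46 to 0.40), *Virma* at -0.09 (-0.26 to 0.08), *Cbll1* at 0.20 (-0.14 to 0.54), *Rbm15* at 0.07 (-0.10 to 0.23) and *Alkbh5* at a CPM of 30.0 in both. *Zc3h13* was lower at -0.32 (-0.45 to -0.20), *Fto* was lower at -0.41 (-0.51 to -0.31), and *Rbm15b* was higher at 1.30 (0.64 to 1.99) on 27 and 73 UMIs. The median of the 10 genes was -0.05, at percentile 38.3 of random lists matched on expression, and changed to 0.07 when mitochondrial UMIs were left out of the denominator. Relative to all genes, the median was -0.12 under both, so this change of sign follows the shift of all genes.

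Next, lists of genes were compared in adipocyte-like nuclei, where the median log2 ratio of all 14105 genes with at least 20 UMIs was 0.07. Leaving mitochondrial UMIs out of the denominator moved this median to 0.19, a shift of 0.11, so list medians are also given relative to all genes. The 79 nuclear-encoded OXPHOS genes had a median of -0.16, or -0.23 relative to all genes, at percentile 35.6 of random lists. By contrast, the 13 mitochondrially encoded OXPHOS genes were all higher, from 1.09 for *mt-Nd5* to 1.75 for *mt-Nd1*, with a median of 1.43 or 1.35 relative to all genes. Their median fell to 0.40 when nuclei with over 5% mitochondrial UMIs were removed, while that of the nuclear-encoded genes fell to -0.50. The 19 thermogenic genes had a median of -0.46, or -0.53 relative to all genes, at percentile 1.52 of random lists, and 16 of them were lower. Without the 4 genes that the study followed, the other 15 had a median of -0.43 at percentile 4.51. Among them, *Gk* (-1.03), *Esrrg* (-0.71), *Cox8b* (-0.64) and *Cidea* (-0.48) were lower, *Esrra* stood at 0.03 (-0.05 to 0.12), and *Letm1* at 0.14 (-0.06 to 0.34). The 7 white adipocyte genes with enough UMIs were all higher, with a median of 1.65, above all 10000 random lists. They included *Nnat* at 3.32 (115 and 1267 UMIs), *Npr3* at 1.29 (1364 and 3661 UMIs) and *Lep* at 1.54 (36 and 115 UMIs). The list also holds *Slc7a10* and *Retn*, which led adipocyte-like cluster 8. The 12 adipocyte markers used for naming had a median of 0.93, above all 10000 random lists, with 9 of them higher and 3 lower in the library labelled *Wtap*-BKO.

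To follow macrophage and fibrosis genes, *Mrc1*, *Col1a1* and *Col3a1* were compared in their own class and in other nuclei. *Mrc1* (ENSMUSG00000026712) had a CPM of 783 (255 UMIs) and 647 (1228 UMIs) in macrophage-like nuclei, a log2 ratio of -0.27 (-0.47 to -0.07). This direction turned under 3 alternatives. It turned to 0.13 (-0.15 to 0.42) with a minimum of 1000 UMIs and to 0.17 (-0.07 to 0.41) without nuclei of over 5% mitochondrial UMIs. At a resolution of 1.0, it turned to 0.31 (0.11 to 0.51). In all nuclei other than macrophage-like, *Mrc1* rose from a CPM of 7.75 (81 UMIs) to 17.7 (213 UMIs), a log2 ratio of 1.19 (0.81 to 1.58). Over all nuclei, its CPM was 31.2 and 103. *Col1a1* (ENSMUSG00000001506) had a CPM of 853 (259 UMIs) and 1937 (1949 UMIs) in fibroblast-like nuclei, a log2 ratio of 1.18 (0.996 to 1.38), and stood at 1.38 (1.19 to 1.58) in all nuclei other than fibroblast-like. *Col3a1* (ENSMUSG00000026043) had a CPM of 1109 (337 UMIs) and 1616 (1626 UMIs) in fibroblast-like nuclei, a log2 ratio of 0.54 (0.37 to 0.72), and stood at 1.02 (0.81 to 1.23) in all nuclei other than fibroblast-like. In fibroblast-like nuclei, removing nuclei with over 5% mitochondrial UMIs lowered the ratios most, to 0.42 for *Col1a1* and 0.33 for *Col3a1*. In adipocyte-like nuclei, the CPM was 24.0 and 56.7 for *Col1a1* and 15.8 and 32.0 for *Col3a1*. In endothelial-like nuclei, the CPM was 40.9 (60 UMIs) and 187 (181 UMIs) for *Col1a1*, a log2 ratio of 2.20 (1.77 to 2.64), and 31.3 (46 UMIs) and 172 (166 UMIs) for *Col3a1*, a log2 ratio of 2.46 (1.98 to 2.96). In pericyte-like nuclei, *Col3a1* had a CPM of 124 and 165, a log2 ratio of 0.41 (-0.14 to 0.96). *Col1a1* stood there at 1.45 (0.53 to 2.41), on 17 and 28 UMIs. In macrophage-like nuclei, *Col1a1* stood at 2.34 (0.95 to 4.24), on 4 and 118 UMIs. *Col3a1* stood at 2.38 (0.79 to 4.68) in macrophage-like nuclei, on 3 and 91 UMIs. Of 12 other collagens in fibroblast-like nuclei, 11 were above 0, with a median of 0.30 at percentile 91.2 of random lists.

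**Figure D2:**
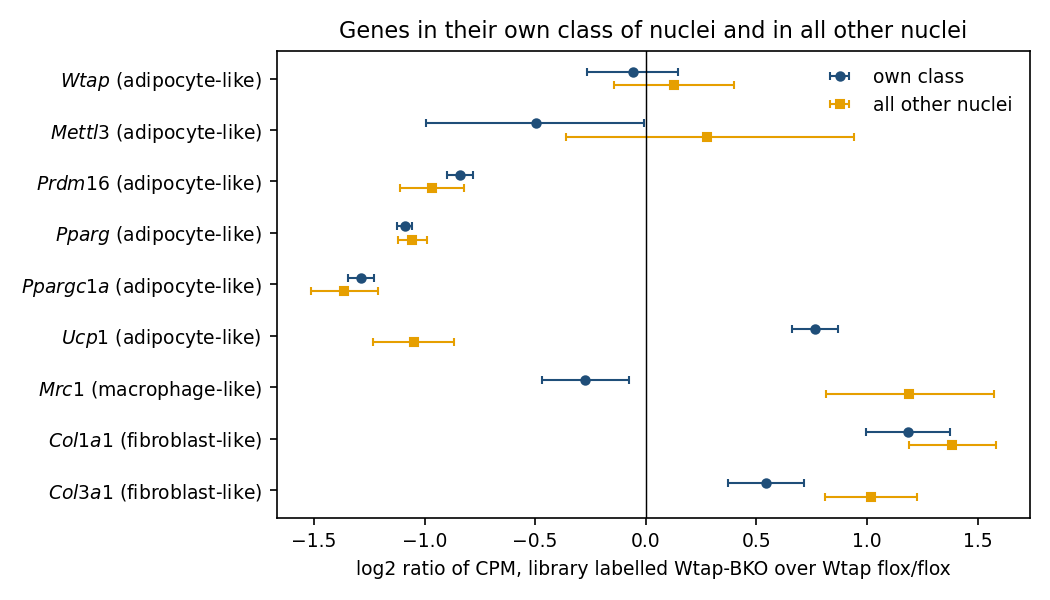
Log2 ratio of CPM, library labelled *Wtap*-BKO over *Wtap* flox/flox, for 9 genes in their own class of nuclei (blue circles) and in all other nuclei (orange squares), with exact 95% intervals for counting error and a vertical line at 0. *Ucp1* stands at 0.76 in adipocyte-like nuclei and at -1.05 in all other nuclei, and *Mrc1* at -0.27 and 1.19, where the *Mrc1* value in macrophage-like nuclei turned above 0 under 3 alternatives.

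In macrophage-like nuclei, the 8 genes of the lipid-associated macrophage list with enough UMIs were all above 0, with a median of 1.59, above all 10000 random lists. *Plin2* stood at 1.53 (52 and 873 UMIs) and *Lpl* at 0.63 (0.38 to 0.88), whereas *Trem2*, on 6 and 50 UMIs, stood at 0.52 (-0.71 to 2.03). In the *Wtap* flox/flox library, *Cd9* had 2 UMIs, *Gpnmb* and *Atp6v0d2* had 5 each, *Fabp5* had 12 and *Lipa* had 15. Free adipocyte RNA and dendritic-cell-like nuclei within this cluster were not tested as sources of these ratios. In T-cell-like nuclei, the 9 cell cycle genes went both ways, with a median of 0.49 at percentile 94.5. They were present in both libraries, with a *Mki67* CPM of 379 (54 UMIs) and 316 (304 UMIs).

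Among 3934 genes with a CPM of at least 50 in adipocyte-like nuclei, the 5 highest log2 ratios were those of *Cenpu* (5.46, 17 and 825 UMIs), *Gm34590* (5.44, 11 and 526 UMIs), *Srrm3* (5.35, 11 and 494 UMIs), *Col5a3* (4.68, 98 and 2769 UMIs) and *Ccdc152* (4.21, 21 and 429 UMIs). The 5 lowest were those of *A530020G20Rik* (-3.86, 3461 and 263 UMIs), *Tusc3* (-3.84, 1024 and 79 UMIs), *Gpr135* (-3.66, 884 and 77 UMIs), *Lgr6* (-3.66, 2185 and 191 UMIs) and *Gmpr* (-3.36, 1830 and 196 UMIs). *Lgr6* was also among the leading genes of adipocyte-like clusters 0 and 1, and *Gmpr* among those of cluster 1. The 10 genes went the same way in every other class of nuclei in which both libraries together held at least 10 UMIs.

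In macrophage-like nuclei, the highest ratios were those of *Cxcl10* (4.24, 2 and 220 UMIs, interval 2.37 to 7.29), *Fgl2* (4.18, 3 and 316 UMIs, 2.62 to 6.46) and *Igha* (4.07, 2 and 195 UMIs, 2.19 to 7.12), and the lowest those of *A530020G20Rik* (-3.91), *Gmpr* (-3.88) and *Lgr6* (-3.42). In endothelial-like nuclei, *Ccn1* (4.66), *Egr1* (4.00) and *Gm10800* (3.85) were highest, and *A530020G20Rik* (-4.46), *Lgr6* (-3.60) and *Pmepa1* (-1.82) lowest. In fibroblast-like nuclei, *Junb* (4.89, 2 and 196 UMIs, 3.01 to 7.94), *Ccn1* (4.44) and *Nr4a3* (4.29) were highest, and *Lgr6* (-3.87), *Gmpr* (-3.81) and *Rgs2* (-2.26) lowest. The values named in these classes went the same way in each other class with at least 10 UMIs, except that of *Nr4a3*, which did so in 5 of 6 classes. All 28 named values kept their direction under the 11 alternatives.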

Values the study reported

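The study reported between 8500 and 9500 unique nuclei sequenced and analysed, from samples pooled from 4 mice per group at 8 weeks of age. Its methods state a minimum of 500 UMIs, the top 20 principal components and a clustering resolution of 0.5, and also name 8 principal components for the clustering. The study described lower *Prdm16*, *Pparg* and *Ppargc1a* mRNA in brown adipocytes of *Wtap*-BKO mice, larger proportions of macrophages and T/B lymphocytes, and higher *Mrc1*, *Col1a1* and *Col3a1* in macrophages, fibroblasts and other cell types. By bulk RNA-seq of iBAT, it counted 894 genes as downregulated and 1410 as upregulated in *Wtap*-BKO mice. By immunoblotting of iBAT, it reported much lower UCP1 protein in these mice. It also reported lower METTL3 protein, without a change of *Mettl3* mRNA by quantitative PCR. These are values of protein or of whole tissue, unlike the mRNA of adipocyte-like nuclei given above.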

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

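The tests of free adipocyte RNA within classes and the test of *Ucp1* without nuclei rich in mitochondrial UMIs were chosen after the results were seen. A pair of genes went opposite ways in different classes of nuclei. In both cases the difference between classes was not tested against replicates, since each genotype had 1 library, and intervals cover counting error only. The direction rests on the labels, because *Wtap* itself was no lower in the library labelled *Wtap*-BKO.

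*Ucp1* was higher in adipocyte-like nuclei of the library labelled *Wtap*-BKO, with a log2 ratio of 0.76 (0.66 to 0.87), and lower in non-adipocyte nuclei, with a log2 ratio of -1.05 (-1.23 to -0.87). The fall was not alike in all of these, with a log2 ratio of -0.08 (-0.56 to 0.43) in macrophage- and T-cell-like nuclei, -0.84 (-1.18 to -0.50) in endothelial-like and -2.22 in unnamed nuclei. Less free adipocyte RNA in that library was tested within classes, because the mix of classes differed between the libraries. The level of *Ucp1* relative to adipocyte-like nuclei changed by -0.85 on the log2 scale in macrophage- and T-cell-like nuclei, where the 12 adipocyte markers ranged from -0.98 to -0.58, and by -1.60 (-2.05 to -1.16) in endothelial-like nuclei, where they ranged from -0.98 to -0.17. It changed by -1.52 (-2.29 to -0.72) in fibroblast-like nuclei, with markers from -0.66 to 0.06. The change was -1.52 (-2.27 to -0.81) in pericyte-like nuclei, with markers from -0.96 to -0.02. In unnamed nuclei it was -2.99 (-3.77 to -2.26), with markers from -1.34 to 0.01. *Ucp1* thus lay below the markers in all of these classes except macrophage- and T-cell-like nuclei, though its interval in pericyte-like nuclei reached into their range. This comparison needs adipocyte-like nuclei as the source of free *Ucp1* RNA. In the *Wtap* flox/flox library, 3 other classes had a *Ucp1* CPM above the 152 of adipocyte-like nuclei, among them endothelial-like (183) and unnamed nuclei (298), and the profile of free RNA was not measured. Less free adipocyte RNA and a change of *Ucp1* within these classes thus cannot be told apart. More cytoplasmic RNA around the nuclei was tested as the cause of the rise. After nuclei with over 5% mitochondrial UMIs were removed, the log2 ratio of *Ucp1* in adipocyte-like nuclei was 0.99 (0.83 to 1.15) and not smaller, which argues against this as the whole cause. A transgene that carries *Ucp1* with its neighbours was tested too, although the study describes its Cre sequence as placed within the *Ucp1* gene itself. The 6 expressed genes nearest to *Ucp1* in the GRCm38.p6 annotation had a median log2 ratio of -0.18, and 5 of 6 were not higher beyond counting error, among them *Elmod2* at 0.08 (-0.06 to 0.22) and *Rnf150* at -1.08. The exception was *Tbc1d9* at 1.22 (0.35 to 2.15), on 16 and 41 UMIs, which keeps a copy of that side of the locus open. An effect of the inserted sequence on *Ucp1* mRNA was not tested. The deletion of *Wtap*, which the design names, also stays open and was not tested apart from the transgene, the tissue pieces or the library preparation.

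*Mrc1* had a log2 ratio of -0.27 (-0.47 to -0.07) in macrophage-like nuclei and of 1.19 (0.81 to 1.58) in all other nuclei. More free macrophage RNA in the library labelled *Wtap*-BKO, in which macrophage-like nuclei were more frequent, was tested as the cause of the rise outside macrophage-like nuclei. The 12 macrophage markers had a median log2 ratio of 1.44 in adipocyte-like nuclei, at percentile 99.96 of random lists, and *Mrc1*, at 1.02 there, lay within their range of -0.31 to 3.08. Free macrophage RNA is therefore a candidate source of the *Mrc1* UMIs outside macrophage-like nuclei. The value in macrophage-like nuclei was 0.31 (0.11 to 0.51) at a resolution of 1.0, where dendritic-cell-like nuclei formed a cluster of their own. That cluster held 0.453% and 5.45% of nuclei. With classes from the markers of each nucleus, the value was -0.61 (-0.83 to -0.38). A different mix of myeloid cells in the macrophage-like cluster could thus bear on the sign of the value. An effect of the genotype on *Mrc1* in macrophage-like or in other nuclei was not tested.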

How the results depend on the processing

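No paired analysis was possible because each genotype had 1 library. For shares, the values here are log2 ratios of the share in the library labelled *Wtap*-BKO over *Wtap* flox/flox. The removal of nuclei called as doublets was not run, because 0 nuclei were called, and the removal of the nuclei with the highest doublet scores was chosen after the data were seen. So were the alternatives for *Mettl3*, for genes outside their own class and for the named genes. A value is said to turn where its sign changed and the interval of the reported value excluded 0. Across the results of the design other than nuclei and depth, 126 values under alternatives stayed within the interval of the reported value, 62 moved beyond it and 5 turned. For *Mettl3* and for genes outside their own class, 83 stayed, 15 moved and 1 turned. Of the named genes, 292 values stayed, 16 moved and 0 turned. A further 5 values changed sign where the reported interval held 0, for *Wtap* in adipocyte-like and in non-adipocyte nuclei and for the m6A machinery, where it goes with a shift of all genes by 0.11. For the values below, the cause was not tested.

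*Wtap* in adipocyte-like nuclei ranged from -0.11 to 0.06. The ranges were -0.89 to -0.64 for *Prdm16*, -1.16 to -0.82 for *Pparg*, -1.37 to -1.03 for *Ppargc1a*, 0.63 to 0.99 for *Ucp1* and -0.51 to -0.35 for the thermogenic genes, and none of these 5 results changed direction.

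With a minimum of 1000 UMIs, 4371 nuclei of the *Wtap* flox/flox library and 5920 of the other were left, with medians of 1396 and 1666 UMIs. The shares gave -0.23 for adipocyte-like, 2.26 for T/B-like, -1.25 for endothelial-like, 1.27 for fibroblast-like and -0.63 for pericyte- and smooth-muscle-like nuclei. Over non-adipocyte nuclei, they gave 1.71 for macrophage-like and 1.72 for T/B-like nuclei. *Mrc1* turned to 0.13, *Col1a1* was 0.95 and the mitochondrially encoded OXPHOS genes were 1.40.

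Without nuclei of over 5% mitochondrial UMIs, the shares gave -0.77 for adipocyte-like, 2.29 for macrophage-like, 2.44 for T/B-like and 1.75 for fibroblast-like nuclei, and turned to 0.99 for endothelial-like and 0.081 for pericyte- and smooth-muscle-like nuclei. Over non-adipocyte nuclei, they gave 0.79 for macrophage-like and 0.94 for T/B-like nuclei. *Prdm16* was -0.64, *Pparg* -0.82, *Ppargc1a* -1.03, *Ucp1* 0.99, *Col1a1* 0.42 and *Col3a1* 0.33, while *Mrc1* turned to 0.17 and *Mettl3* to 0.071. The nuclear-encoded OXPHOS genes were -0.50 and the mitochondrially encoded ones 0.40. This removed 33.0% of the *Wtap* flox/flox nuclei and 74.8% of the others.

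At a resolution of 1.0, the shares gave -0.37 for adipocyte-like, 1.51 for macrophage-like and -0.22 for endothelial-like nuclei, and 0.89 for macrophage-like over non-adipocyte nuclei, and *Mrc1* turned to 0.31. Without integration, they gave -0.38 for adipocyte-like and -0.54 for endothelial-like nuclei, and the mitochondrially encoded OXPHOS genes were 1.45, as with the top 8 PCs (1.45). Without the nuclei of the highest doublet scores, they gave -0.30 for adipocyte-like, 2.45 for T/B-like and -0.52 for endothelial-like nuclei, and 1.87 for T/B-like over non-adipocyte nuclei. With classes from the markers of each nucleus, they gave -0.26 for adipocyte-like, 2.57 for macrophage-like, 3.54 for T/B-like, -0.17 for endothelial-like, 1.35 for fibroblast-like and -0.56 for pericyte- and smooth-muscle-like nuclei, and over non-adipocyte nuclei 1.93 for macrophage-like and 2.89 for T/B-like nuclei. *Ucp1* was 0.63, *Mrc1* -0.61 and the mitochondrially encoded OXPHOS genes 1.10.

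With mitochondrial UMIs left out of the denominator, *Prdm16* was -0.72, *Pparg* -0.98, *Ppargc1a* -1.18, *Ucp1* 0.88, the nuclear-encoded OXPHOS genes -0.041, the mitochondrially encoded ones 1.54, the thermogenic genes -0.35, the m6A machinery 0.069 and all genes 0.19. With median-of-ratios scaling, *Pparg* was -1.14, the nuclear-encoded OXPHOS genes -0.21, the mitochondrially encoded ones 1.38, the thermogenic genes -0.51 and all genes 0.023. With the mean CPM per nucleus, *Pparg* was -1.16 and *Ppargc1a* -1.37.

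Some clusters of the alternatives had more leading markers of another class than of their own. These were 1 of 5 adipocyte-like clusters and the smooth-muscle-like cluster at a minimum of 1000 UMIs, 2 of 8 adipocyte-like clusters at a resolution of 1.0, and 1 of 5 adipocyte-like, 1 of 2 T-cell-like and the B-cell-like cluster without the highest doublet scores. The depth limits genes with few UMIs, such as *Mettl3* with 82 and 64 UMIs in adipocyte-like nuclei.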

Other observations

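The tests on *Wtap*, on free adipocyte RNA, on fibroblast markers in endothelial-like nuclei and on mitochondrial RNA added alike to every class were chosen after the results were seen. All directions rest on the labels of 2 libraries without replicates.

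*Wtap* was no lower in adipocyte-like nuclei of the library labelled *Wtap*-BKO. Free RNA of other nuclei as the carrier of these UMIs was argued against by its level. In that library, the CPM of *Wtap* in adipocyte-like nuclei relative to non-adipocyte nuclei was 0.816, while 45 markers of other classes had a median of 0.0762 and 0 of them reached the level of *Wtap*. An exchange of the 2 labels stays open, because the log2 ratio of -0.058 (-0.26 to 0.15) lies on neither side of 0 and checks the labels in neither direction. The floxed part is 1 exon, so transcripts without it could still give UMIs. This was not tested.

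*Prdm16*, *Pparg* and *Ppargc1a* were also lower outside adipocyte-like nuclei of the library labelled *Wtap*-BKO. Free adipocyte RNA is a candidate source of these UMIs. In macrophage- and T-cell-like nuclei of that library, the level of the 3 genes relative to adipocyte-like nuclei had a median of 0.306, and the 12 adipocyte markers ranged from 0.267 to 0.462. Over both libraries, 5 of 6 values lay within the range of the markers, 1 lay below it and 0 above it. The 5 lowest genes of adipocyte-like nuclei fell in other classes too. In the *Wtap* flox/flox library, their relative level had a median of 0.477, with 2 values in the range of the markers from 0.475 to 0.697, 2 below it and 1 above it, *Tusc3* at 0.761 (0.557 to 1.02), whose interval reached into the range.

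*Col1a1* and *Col3a1* were higher outside fibroblast-like nuclei too. The fibroblast markers, which hold no collagen, had a median log2 ratio of 0.45 in adipocyte-like nuclei, at percentile 75.3 of random lists, whose medians reached 0.89 at the upper limit. Free fibroblast RNA and a rise within other cells thus cannot be told apart there, since the rise of the markers lies within that of random lists. In endothelial-like nuclei, the 8 fibroblast markers with enough UMIs had a median of 1.58, above all 10000 random lists, and ranged from 0.26 to 2.44, while *Col1a1* stood at 2.20 and *Col3a1* at 2.46 (1.98 to 2.96). Markers and collagens thus rose together in this class, and free RNA, fibroblast nuclei mixed into the class and a change within its cells were not tested apart.

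Immediate-early genes were among the highest named genes of endothelial- and fibroblast-like nuclei. Other immediate-early genes were higher in every class of nuclei tested, with median log2 ratios of 1.67 in adipocyte-like, 1.24 in T-cell-like, 1.66 in endothelial-like, 1.94 in fibroblast-like, 1.70 in pericyte-like and 1.33 in unnamed nuclei, and the lowest, 0.83, in macrophage-like nuclei. A different handling of the tissue of the 2 libraries is a candidate explanation, and the genotype stays open as untested.

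The mitochondrial share of UMIs in adipocyte-like nuclei was 4.50% and 11.8%. Mitochondrial RNA added alike to every class would raise the share in each class. In endothelial-like nuclei, the share fell by 4.997 percentage points, from 16.4% to 11.4%. At a resolution of 1.0, endothelial-like nuclei formed 3 clusters. The median share per nucleus fell from 17.7% to 13.45% in the cluster with the highest share. It rose from 4.78% to 5.44% and from 4.30% to 9.18% in the others. The mix of these clusters can bear on the fall, so this test cannot decide. The share of UMIs rose in every other class compared. The rise was 3.13 percentage points in macrophage-like, 4.87 in T-cell-like, 1.38 in fibroblast-like, 0.75 in pericyte-like and 8.61 in unnamed nuclei. More cytoplasmic RNA around adipocyte nuclei stays open. The 49 ribosomal protein genes had a median log2 ratio of 0.18 (0.11 to 0.21), at percentile 99.8 of random lists, whereas the nuclear-encoded OXPHOS genes, whose mRNAs also lie in the cytoplasm, had a median of -0.16 at percentile 35.6, near that of random lists (-0.13). Only the ribosomal protein genes of these lists were shifted, so cytoplasmic RNA and a change within the mitochondria cannot be told apart, and an effect of the genotype was not tested.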
